A study of Mus musculus with 24 samples.

How the data were processed

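RNA-seq was run on T11 cells, a mouse mammary tumour line of the claudin-low type, given PBS, Omomyc, FPP-1746 or FPP-1746-Omomyc. Per the labels, each of the 4 treatments was applied for 3 h and for 6 h, the peptides at 5 µM, with 3 biological replicates in each of the 8 groups, 24 samples in all. Total RNA was isolated with an RNeasy kit and a DNase step, and its integrity number was 10 in all samples, per the labels. Omomyc is a mutant of the dimerisation domain of MYC that competes with MYC for its partner MAX and for DNA. FPP-1746 is a cell-penetrating peptide, and the fusion joins it to Omomyc. The 3 samples titled as the 6 h group of the fusion carry a treatment tag that says 3 h. Their titles and the column of the table say 6 h, which was followed.

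The authors deposited 1 table with 8 columns, which are the group averages; values of single replicates were not used here. Its values are FPKM, fragment numbers scaled by transcript length and library size, as the authors made them. The submitters' processing notes name bcl2fastq 2.17.1.14, STAR 2.1.3, Cufflinks 2.2.1 and Cuffnorm 2.2.1 and the mouse build mm9. The order and settings of these tools, and which library scaling Cuffnorm applied, are not given in the sources used here. Whether reads were counted by strand is not given either, so overlapping genes cannot be told apart.

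Because each group is 1 averaged column, no spread between replicates can be seen, no test was run and no p-value is given. Every difference below therefore has no replicate check. The column sums lay between 445657 and 594951 FPKM, the highest in the fusion at 3 h. Depth was read from the step between low values. Among 797 genes with a single annotated transcript of at least 3000 bases, the FPKM of 1 fragment times transcript length peaked at 19.0 to 28.8 per column. Only 29 to 48 genes per column lay in the range searched for that peak. Each column is also a mean of 3 replicates, which need not share a step, so the step is a rough estimate. By this estimate, for a transcript of 2000 bases, 1 FPKM was 69 fragments where the step was largest, the fusion at 3 h. It was 105 where the step was smallest. The estimated steps differed by a factor of up to 1.52 between columns. Very short RNAs have a high FPKM per fragment, so the records of microRNAs and of small nucleolar and other small non-coding RNAs swing between 0 and high FPKM.

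The table has 23235 rows, 1 per gene symbol, of which 6794 are at 0 in every column. No symbol occurs more than once, and 25 symbols had been turned into calendar dates. Positions are those of the table, in mm9, with starts shifted to count from 1. In 20652 rows whose symbol is in the RefSeq table of mouse genes, the span equalled the RefSeq span for 7165 when starts were read as counting from 0 and for 456 when read as counting from 1. For 4163 rows the table gives a locus shared with another gene, so their span is not that of the gene alone, and reads of neighbours may be mixed.

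Log2 ratios were taken of FPKM + 1. This understates the change of genes with low values. Genes with a mean of at least 1 FPKM over the 8 columns were kept, 10262 in all. A gene was called higher or lower when the ratio of FPKM + 1 was at least 2-fold. A set of 27 gene lists was fixed before the data were examined. A list with at least 5 tested members was placed by the percentile of its median log2 ratio among 10000 random lists of the same size, matched on mean expression in 20 bins. It was said to stand apart below percentile 2.5 or above 97.5, which describes these columns and is not a test over replicates. The lists overlap in some genes. Of the 22 lists placed, 1.1 would stand apart by chance in each comparison if the members of a list varied independently. The other 5 lists had too few tested members. The genes named were those with the 10 highest and the 10 lowest ratios past 2-fold per treatment and time, the same by mean ratio among genes past 2-fold at both times, up to 4 members of each list with the largest ratios, and Myc, Max and Cdkn1a. Predicted genes and pseudogenes were left out of the naming unless fewer than 5 genes remained, and genes between the parts or between the PBS columns were named after their values were seen. Some list members that the rule would name are not reported here.

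Under that rule small RNA records filled most places: 7 of the 10 highest and all 10 lowest genes for the fusion at 3 h, and all named genes for each part alone. Snord57, for example, was listed at 0 in PBS and at 211 FPKM in the fusion at 3 h, and Snord69 at 1815 FPKM in PBS and at 0 in the fusion. The counts and the naming were therefore repeated without the 140 such records among the tested genes, leaving 10122. This repeat was chosen after seeing the data, and both counts are given.

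The size rule and the list percentiles were tested on simulated columns made from PBS at 3 h, over 10122 genes, with noise set from the difference between the FPP-1746 and Omomyc columns and with 200 genes changed in each of 20 simulations. The rule found 0% of the genes changed 1.5-fold, 23.4% of those changed 2-fold, 91.8% of those changed 3-fold and 96.4% of those changed 4-fold. It called 0% of the unchanged genes. Of 200 simulated lists of 30 unchanged genes 10 stood apart, and of 200 lists shifted by 0.5 all 200 did. Smaller shifts of lists were not simulated. Members of a real list can move together, which this check leaves out. Between FPP-1746 and Omomyc, 3 real lists stood higher and 3 lower at 3 h, and 5 and 4 at 6 h. The simulated noise covers the averaged columns and not the spread between replicates. The alternatives tried were pseudocounts of 0.1 and 5, a minimum mean of 5 FPKM or none, median scaling, quantile normalisation, a 1.5-fold rule, and the mean of both PBS columns as the control, which was planned for the counts and extended to the lists after seeing the data. Further lists of lysosomal genes, of actin cytoskeleton genes and of zinc-finger genes were added after seeing the data and are given in the closing part only. Transcript lengths, found for 99.1% of the tested genes, came from GENCODE M21 and were used for lengths and names only. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.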

Results

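The data are the authors' mean FPKM for each of 8 groups of T11 cells, 4 treatments at 2 times, with 3 replicates behind each mean. The design asks what Omomyc does to gene expression when it is joined to the cell-penetrating peptide FPP-1746, with each part alone and PBS as references. Between 10035 and 10288 genes reached 1 FPKM in a column. Since each group is a single averaged value, no error can be put on any value, and every difference lacks a replicate check. As a background with no peptide, PBS at 6 h and PBS at 3 h differed at least 2-fold in 89 genes, or in 35 when records of small RNAs were left out.

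FPP-1746-Omomyc changed 10.6% of the tested genes at 3 h. Outside records of small RNAs, the response was led by immediate-early genes. Fos, which encodes an AP-1 transcription factor subunit, stood at 0.432 FPKM in PBS and at 170 FPKM with the fusion. Atf3, a stress-induced transcription factor, went from 1.59 to 219 FPKM, and the AP-1 gene Fosb from 1.83 to 137 FPKM. Against these, Mat2a, which makes the methyl donor S-adenosylmethionine, fell from 95.9 to 13.8 FPKM, and the cyclin D1 gene Ccnd1 fell from 270 to 56.9 FPKM. None of 25 mitotic genes was above its PBS value, and 6 passed the rule as lower.

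Of 10262 tested genes, 1083 passed 2-fold at 3 h, 629 higher and 454 lower. The counts were 381 higher and 154 lower with pseudocount 5, and 759 and 704 with pseudocount 0.1. With the main pseudocount of 1 and without records of small RNAs the counts were 598 higher and 414 lower of 10122. The 10 highest of these were Fos (log2 ratio 6.90), Atf3 (6.41), Fosb (5.61), the nuclear receptor genes Nr4a1 (5.11) and Nr4a2 (4.77), the chemokine genes Cxcl1 (4.72) and Cxcl10 (4.55), Csrnp1 (4.54), Rgs2 (4.46) and Ier3 (4.44). Rgs2 encodes a regulator of G-protein signalling. Fos lies on chromosome 12 from 86814851 to 86818219, and Atf3 on chromosome 1 from 192994176 to 193007212. The 10 lowest were Mat2a (-2.71), Klhdc8a (-2.52), Bbs12 (-2.38), Peg12 (-2.36), the methionine sulfoxide reductase gene Msrb3 (-2.32), Ccnd1 (-2.23), Gemin4 (-2.17), Jrk (-2.14), Zfp862 (-2.03) and the potassium channel gene Kcnf1 (-2.02). Klhdc8a lies on chromosome 1 from 134195203 to 134203934 and Ccnd1 on chromosome 7 from 152115836 to 152125830. The table gives Mat2a, Msrb3, Jrk and Cxcl10 a locus shared with other genes.

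**Figure D1:**
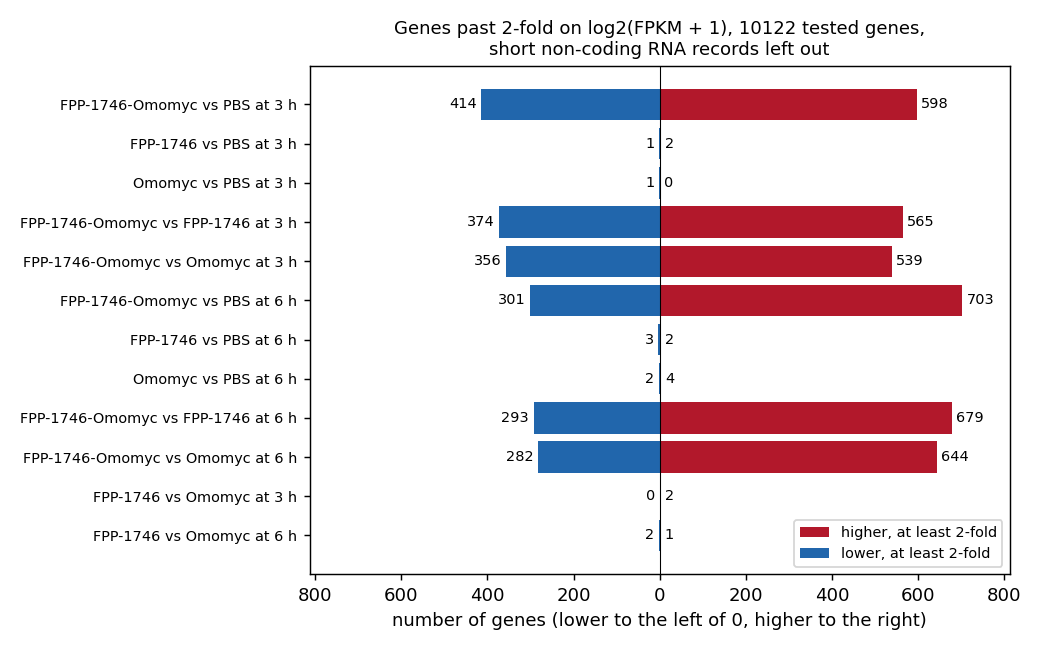
Number of genes at least 2-fold higher (right, red) or lower (left, blue) in each comparison, among 10122 genes with records of small RNAs left out. The fusion differed from PBS in 598 and 414 genes at 3 h and in 703 and 301 genes at 6 h, while each part alone differed from PBS in at most 4 genes per direction.

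The fusion raised the mRNA of Myc itself at 3 h. Myc, on chromosome 15 from 61816896 to 61821916, stood at 161 FPKM in PBS and at 422 FPKM with the fusion, a log2 ratio of 1.39. Max, the obligate partner of MYC, was at 57.6 and 70.4 FPKM, which did not pass the rule. The list of the MYC, MAX and MXD network stood apart as higher, with a median log2 ratio of 0.73 over 11 genes at percentile 99.95. Besides Myc its members past the rule were Mxd1 (2.61), Mnt (1.68) and Mxi1 (1.52), which encode MAX partners that repress transcription. The 45 genes activated by MYC stood apart as lower, with a median of -0.22 at percentile 0.12. Of these, 32 lay below 0 and 3 passed the rule: the RNA polymerase I subunit gene Polr1b (-1.48), Ndufaf4 (-1.38) and the ribosome biogenesis gene Rrp1b (-1.37). The 16 tested genes repressed by MYC stood apart as higher, with a median of 0.56 at percentile 99.93. The 4 that passed were the growth-arrest genes Gadd45a (3.28) and Cdkn1a (2.91), the hypoxia-responsive gene Ndrg1 (2.79) and the transcription factor gene Klf6 (2.08). Cdkn1a, on chromosome 17 from 29227931 to 29237667, encodes the cell-cycle inhibitor p21 and was at 2.67 FPKM in PBS and 26.5 FPKM with the fusion.

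Immediate-early, ATF4, inflammatory and p53-response lists stood higher at 3 h, while the unfolded protein, heat-shock and NRF2 lists did not stand apart. With no filter on FPKM the heat-shock list also stood higher, at a median of 0.32. Of 29 immediate-early genes 24 were higher and 1 was lower, with a median log2 ratio of 2.84 at percentile 100. The integrated stress response list, targets of ATF4, had a median of 0.93 at percentile 100, with all 22 genes above 0 and 11 past the rule. Its largest values were those of the glutathione-degrading enzyme gene Chac1 (4.32), Ppp1r15a (3.12), Sesn2 (3.11) and the mTORC1 inhibitor gene Ddit4 (2.88). The list of NF-kB targets and inflammatory cytokines had a median of 0.88 at percentile 100. In it 11 of 24 genes were higher, among them Cxcl1, the cyclooxygenase gene Ptgs2 (3.61) and Il6 (3.58), and 1 was lower. Of 14 p53-response genes 8 were higher and none was lower, with a median of 1.47 at percentile 100. They included Sesn2, Eda2r (2.97), Cdkn1a and Btg2 (1.94). Sesn2 is also in the ATF4 list, Cdkn1a in the list of genes repressed by MYC and Bbc3 in the apoptosis list. The name of the p53-response list is thus a label, and p53 activity was not tested at either time.

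The glycolysis and hypoxia list had a median of 0.70 at percentile 99.99, with 5 of 19 genes past the rule. Ndrg1, the angiogenic factor gene Vegfa (2.15), Ankrd37 (2.15) and the glucose transporter gene Slc2a1 (1.72) led it. The metal response list had a median of 0.86 over 5 genes at percentile 99.32, where the metallothionein genes Mt2 (2.29) and Mt1 (1.89) passed. That position was lost when low genes were added, at a median of 0.43. The mesenchymal list had a median of 0.53 at percentile 99.38, with Twist1 (1.98) and Twist2 (1.39) past the rule. Under quantile normalisation that list no longer stood apart, at a median of 0.19. Ribosomal protein genes had a median of 0.58 over 68 genes at percentile 100. Of these, 64 lay above 0 and 6 passed the rule, the largest being Rps29 (1.30), Rps10 (1.16), Rps21 (1.10) and Rpl5 (1.04). Rps29 and Rpl5 were low, at 0.348 and 1.93 FPKM in PBS, and ribosomal protein genes have near-identical pseudogenes that could take part of their reads. Rn45s, the record of the ribosomal RNA precursor, was highest in the same column, at 138 FPKM in PBS, 84.0 with Omomyc, 96.2 with FPP-1746 and 233 with the fusion. Whether this reflects RNA composition of the samples or ribosome production was not tested.

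Mitotic genes stood apart as lower, with a median of -0.79 over 25 genes at percentile 0, and 6 passed the rule. Cenpf (-1.43), the mitotic kinase gene Plk1 (-1.19), the proliferation marker gene Mki67 (-1.10) and Ttk (-1.09) had the largest ratios. The 30 genes of DNA replication and the G1/S transition had a median of -0.19 at percentile 4.76, and Mcm10 (-1.16) alone passed. Lists that did not stand apart still held single genes that passed. Of 19 BCL2-family and apoptosis genes Bbc3 (1.88), which encodes the pro-apoptotic protein PUMA, and Mcl1 (1.11) were higher. Herpud1 (2.73) and Dnajb9 (2.53) were higher in the unfolded protein response list (median 0.24, percentile 81.7). Bag3 (1.58), Hspa4l (1.48), Dnajb1 (1.23) and Hspb8 (1.02) were higher in the heat-shock list (median 0.37, percentile 95.8). Osgin1 (2.30) and Hmox1 (1.67) were higher in the NRF2 list (median 0.12, percentile 56.4).

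In the TGF-beta and matrix list (median 0.066, percentile 39.3) Skil (1.41) and Tgfb1 (1.19) were higher, and the smooth muscle actin gene Acta2 (-1.48) was among the lower genes. The BET-response list had a median of 0.35 at percentile 96.7, with Brd2 (1.81) and Hexim1 (1.79) higher. In the interferon list (median 0.052, percentile 58.8) Cxcl10 alone passed. No cholesterol gene passed (median 0.11, percentile 80.2), nor did any of 10 histone genes (median 0.27, percentile 91.0). Of the markers of other cell types, 2 macrophage genes were tested, and both were higher: Cd14 (2.82, from 10.1 to 77.4 FPKM) and Cd68 (1.13). No epithelial or endothelial marker and 1 adipocyte marker, Fabp4 (0.34), reached the minimum FPKM, and no mitochondrially encoded gene was in the table.

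**Figure D2:**
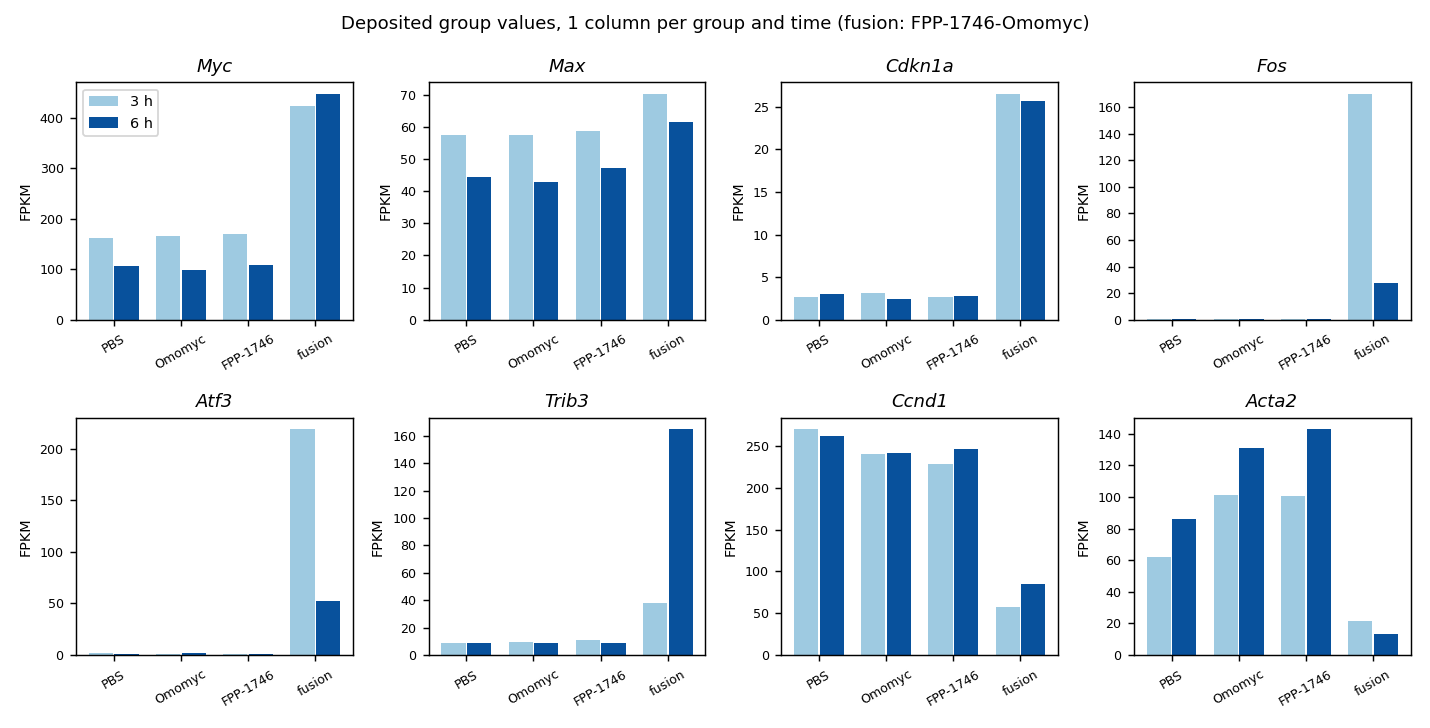
Deposited FPKM of 8 genes in the 8 groups, 1 averaged column per bar, so no error bars can be drawn. Myc rose from 161 to 422 FPKM at 3 h and from 106 to 447 FPKM at 6 h with the fusion, while Omomyc and FPP-1746 alone stayed near PBS, between 98.7 and 170 FPKM.

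At 6 h the fusion still differed from PBS in about as many genes. Outside records of small RNAs, Atf3, Fos and Fosb were again among the highest. Such records held 9 of the 10 highest places and all 10 lowest. Without them the receptor-modifying protein gene Ramp3 led, with 0.747 FPKM in PBS and 51.6 FPKM with the fusion. Trib3, a pseudokinase gene induced by ATF4 and CHOP, went from 8.60 to 165 FPKM. Among the lowest genes outside these records, Acta2 fell from 86.2 to 13.5 FPKM. The myosin light chain gene Myl9 fell from 8.05 to 0.770 FPKM. The fixed TGF-beta and matrix list, which holds Acta2, did not stand apart against PBS at 6 h (median -0.24, percentile 28.8). Myc was at 106 FPKM in PBS and at 447 FPKM with the fusion. At 3 h these values were 161 and 422 FPKM, so the larger ratio at 6 h came mostly from the lower PBS value. Over the alternatives the log2 ratio of Myc went up to 1.66 at 3 h and down to 1.74 at 6 h.

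The rule called 1075 genes (10.5%) at 6 h, 732 higher and 343 lower, or 703 and 301 without records of small RNAs. Higher genes were 58.1% of the calls at 3 h and 68.1% at 6 h, but 71.2% and 70.6% with pseudocount 5 and 51.9% and 53.3% with a 1.5-fold rule. The rankings that follow leave out records of small RNAs. The 10 highest were Ramp3 (4.91), Atf3 (4.53), Fos (4.38), Fosb (4.25), Trib3 (4.11), Eda2r (4.06), Rgs2 (3.72), Ptgs2 (3.55), Il6 (3.37) and Chac1 (3.34). Trib3 lies on chromosome 2 from 152163161 to 152169796. The 10 lowest were Klhdc8a (-2.74), Acta2 (-2.59), Podnl1 (-2.40), Myl9 (-2.35), S100a7a (-2.34), the calponin gene Cnn2 (-2.29), the transcription factor gene Atoh8 (-2.16), the chemokine gene Cxcl12 (-2.13), the smooth muscle actin gene Actg2 (-2.03) and the cyclin E1 gene Ccne1 (-2.02). Acta2 lies on chromosome 19 from 34315581 to 34329826. Ramp3 shares its locus with another gene in the table, and actin genes are close paralogs whose reads can be split between them.

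The MYC network list was again higher at 6 h, with a median of 0.55 at percentile 99.2. Mnt (2.46), Myc (2.07) and Mxd4 (1.40) had the largest positive ratios, and Mxd3 (-1.16) was lower. Max was at 44.4 and 61.7 FPKM. The 45 genes activated by MYC had a median of -0.26 with 35 below 0, but the random lists of like expression ranged from -0.38 to -0.018, so the list was at percentile 27.9 and did not stand apart. Cad (-1.13), the enzyme that starts pyrimidine synthesis, alone passed, and Dkc1, Cdk4 and Hspd1 were at -0.84, -0.83 and -0.76. Genes repressed by MYC had a median of 0.48 at percentile 99.85, and 6 of 16 were higher, among them Gadd45a (2.89), Ndrg1 (2.75), Cdkn1a (2.72) and Txnip (2.16). Thbs1 (-1.11), also in that list, was lower. Cdkn1a was at 3.05 FPKM in PBS and 25.7 FPKM with the fusion.

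At 6 h 16 of 22 genes of the integrated stress response list were higher, more than at 3 h. Its median was 1.67 at percentile 100. Beside Trib3 and Chac1, the CHOP gene Ddit3 (2.70) and Cebpb (2.60) led it. Over the alternatives the median of this list went up to 1.22 at 3 h and down to 1.44 at 6 h. Each time has its own PBS column, and in PBS this list was lower at 6 h. The difference between the times was not tested. Immediate-early genes had a median of 1.79 at percentile 100, with 21 of 29 higher and 1 lower. NF-kB targets had a median of 0.66 at percentile 100 and 7 of 24 genes higher, among them Ptgs2, Il6, Cxcl1 (2.66) and the cytokine gene Lif (1.86). The p53-response list had a median of 0.83 at percentile 99.99, with 5 of 14 higher, including Eda2r, Cdkn1a, Sesn2 (2.22) and Mdm2 (1.56). The metal response list reached a median of 1.63 at percentile 100 through the zinc exporter gene Slc30a1 (2.08), Mt2 (1.83) and Mt1 (1.63). The list call held under all 8 alternatives, but its median went down to 0.84. Slc30a1 fell short of 2-fold under 1 alternative, at 0.84. In PBS itself Slc30a1 was lower at 6 h than at 3 h (-1.91).

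The mesenchymal list had a median of 0.45 at percentile 99.84. In it Prrx1 (1.41), Snai2 (1.12) and Zeb2 (1.07) were among 5 higher genes, and the receptor kinase gene Axl (-1.30) was lower. The glycolysis and hypoxia list had a median of 0.23 at percentile 99.25, with Ndrg1 and Vegfa (1.98) past the rule, and with low genes added its median of 0.075 no longer stood apart. Mitotic genes remained lower as a list, with a median of -0.62 at percentile 0.01. The survivin gene Birc5 (-1.21) and Kif20a (-1.11) passed, with Top2a at -0.98 and Ccnb2 at -0.97. For the replication and G1/S list the median was -0.36 at percentile 4.23, and 5 genes were lower, led by Ccne1, Tk1 (-1.98), Rrm2 (-1.63) and Gins2 (-1.25). That list stood apart as lower under quantile normalisation, at -0.39.

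The ribosomal protein list was at -0.15 and percentile 49.8 at 6 h, with 52 of 68 genes below 0 and none past the rule. Rn45s stood at 181 FPKM in PBS, 178 with Omomyc, 117 with FPP-1746 and 1000 with the fusion. The source of that higher value was not tested. The unfolded protein response list was at -0.37 and percentile 8.35. In it Dnajb9 (2.33), Herpud1 (1.67) and Xbp1 (1.37) were higher and Sdf2l1 (-1.12) was lower. In the NRF2 list (median 0.059, percentile 95.3) 5 of 18 genes were higher, led by the cystine transporter gene Slc7a11 (2.43) and the heme oxygenase gene Hmox1 (2.31). In the apoptosis list (median -0.024, percentile 49.7) Bbc3 (1.40) was higher. In the heat-shock list (median -0.060, percentile 77.0) Hspa4l (2.00) was higher and Hspa8 (-1.07) lower. In the TGF-beta and matrix list (median -0.24, percentile 28.8) Skil was higher, and Acta2, Tagln (-1.41) and Thbs1 (-1.11) were lower. Against the mean of the PBS columns that list stood lower, at a median of -0.79. In PBS itself the list was lower at 6 h than at 3 h, so that value includes a difference between the times. The interferon, cholesterol, histone and BET-response lists did not stand apart, with medians of 0.086, 0.16, 0.38 and 0.0054. Within them Cxcl10, Hist1h1c (1.68) and Brd2 passed. Cd14 was at 12.9 FPKM in PBS and 118 FPKM with the fusion, and Cd68 was at 0.66.

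**Figure D3:**
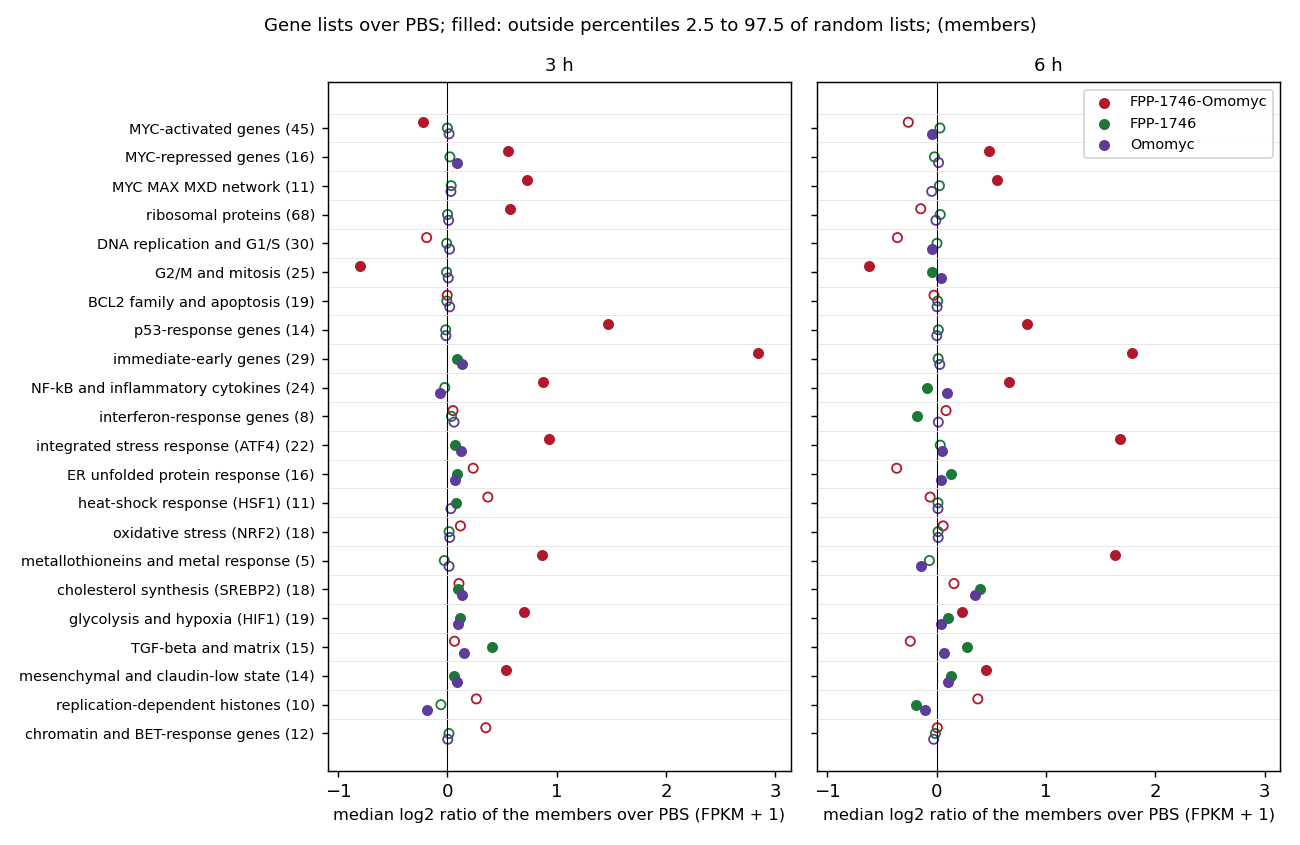
Median log2 ratio over PBS of the tested members of each of 22 gene lists (member number in brackets) for the fusion (red), FPP-1746 (green) and Omomyc (purple) at 3 h and 6 h. Filled points stand apart from random lists of like expression; immediate-early genes with the fusion reach 2.84 at 3 h and 1.79 at 6 h, and no list median with a part alone exceeds 0.41.

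Comparing the times shows which part of the response to the fusion was shared. Records of small RNAs, which held 4 of the 10 highest and all 10 lowest places by mean ratio, were left out here. Among other genes past 2-fold at both times, Fos, Atf3, Fosb, Nr4a1, Rgs2, Nr4a2, Ramp3, Chac1, Cxcl1 and Egr1 had the highest mean ratios. These ran from 5.64 for Fos to 3.67 for the transcription factor gene Egr1. Klhdc8a, Mat2a, Msrb3, Myl9, Atoh8, Acta2, Kcnf1, Ccnd1, Cnn2 and Actg2 had the lowest, from -2.63 for Klhdc8a to -1.78 for Actg2. Without records of small RNAs, 340 genes were higher at both times, where independent lists would share 41.5. A further 41 were lower at both, where independent lists would share 12.3. The log2 ratios at 3 h and 6 h, which share no column, correlated across genes with Pearson's r of 0.52 and Spearman's rho of 0.38, or 0.44 and 0.38 over all 10262 genes. Genes are not independent replicates.

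**Figure D4:**
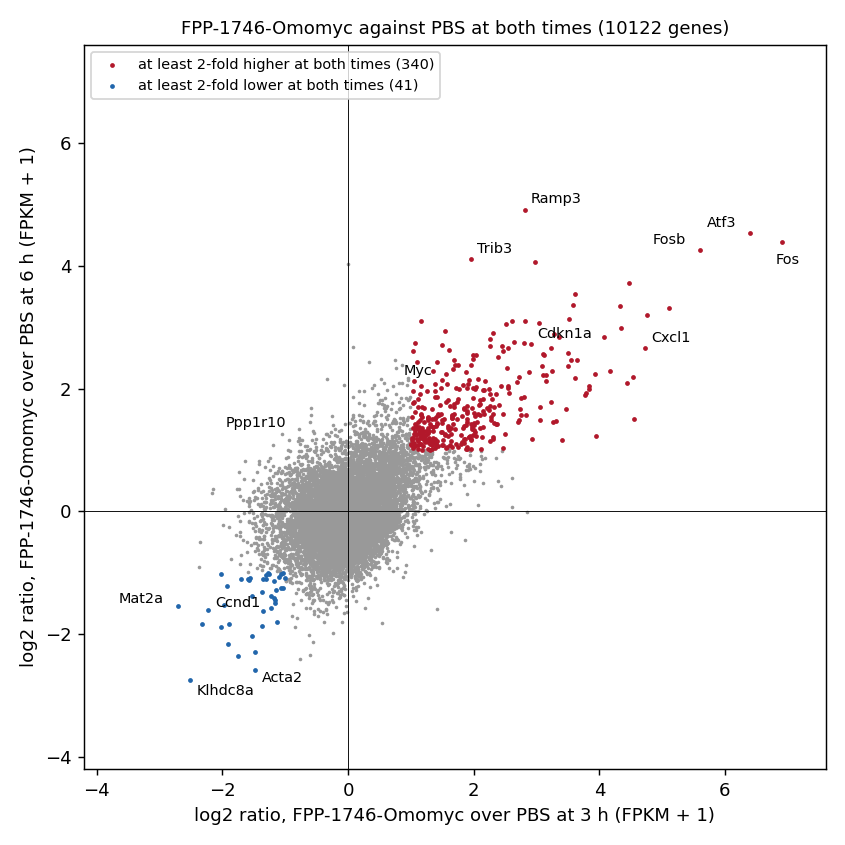
Log2 ratio of FPP-1746-Omomyc over PBS at 3 h (horizontal) and at 6 h (vertical), on FPKM + 1, for 10122 genes without records of small RNAs, each point 1 gene. Red points (340) were at least 2-fold higher and blue points (41) at least 2-fold lower at both times, with Fos at 6.90 and 4.38 and Klhdc8a at -2.52 and -2.74.

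Most genes past 2-fold with the fusion were not past it with either part at the same dose. Against FPP-1746 the fusion differed in 1013 genes at 3 h and 1041 at 6 h, and against Omomyc in 957 and 991. Without records of small RNAs, 500 genes were higher and 300 lower at 3 h than in each of the other 3 columns of that time, and 572 and 211 at 6 h. Myc, at 422 FPKM with the fusion at 3 h, was at 170 FPKM with FPP-1746 and at 166 FPKM with Omomyc. Fos, at 170 FPKM, was at 0.523 and 0.606 FPKM, and Ccnd1, at 56.9 FPKM, was at 228 and 240 FPKM. All 10 lists that stood higher against PBS at 3 h, and both that stood lower, also did so against FPP-1746 and against Omomyc. The same held for the 9 higher lists and the 1 lower list at 6 h. Against FPP-1746 at 6 h the unfolded protein response and TGF-beta lists were also lower, and against Omomyc at 3 h the BET-response list was also higher.

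Each part alone left nearly all genes within 2-fold of PBS. FPP-1746 differed from PBS in 63 genes at 3 h and 57 at 6 h, and Omomyc in 63 and 70. Without records of small RNAs these counts were 3 and 5 for FPP-1746 and 1 and 6 for Omomyc. The PBS columns were separated by 35. With FPP-1746 at 6 h the chemokine gene Ccl5 (-1.15, 81.5 to 36.3 FPKM) and the cytokine gene Il33 (-1.07, 3.67 to 1.22 FPKM) were lower, and 1700088E04Rik (1.10) was higher. With Omomyc at 6 h Osbp2 (1.18), Ramp3 and Fosb (1.02) were higher, at 3.55, 2.85 and 3.92 FPKM, and all 3 were also higher with the fusion, and Gm20571 (-1.06) was lower. At 3 h Gm9781 (-1.05) was lower with FPP-1746. Snhg9, a short transcript that hosts a small nucleolar RNA, passed in all 4 comparisons but was listed at 0 in 3 of the 4 columns of the parts. LOC100302567 was listed at 0 in both PBS columns and at 11.5 FPKM with FPP-1746 at 3 h, and at 25.8 and 14.7 FPKM with FPP-1746 and Omomyc at 6 h, where the fusion was at 15.4 FPKM. FPP-1746 and Omomyc differed from each other in 2 genes at 3 h, both of these last ones, and in 3 at 6 h: Ccl5 (-1.07), Tigit (-1.03) and Lsm5 (1.25).

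Small shifts of whole lists were nonetheless seen with the parts. As a background, FPP-1746 set against Omomyc had 3 lists higher and 3 lower at 3 h, and 5 and 4 at 6 h. Cholesterol synthesis genes, targets of SREBP2, were higher with each part at both times. At 6 h all 18 tested genes lay above PBS with FPP-1746 (median 0.40) and with Omomyc (median 0.36), at percentile 100 in each, and none passed 2-fold. Mvd, Cyp51 and Sqle, enzymes of the pathway, were at 0.65, 0.58 and 0.57 with FPP-1746 and at 0.51, 0.57 and 0.62 with Omomyc. At 3 h the medians were 0.10 and 0.13, and 17 of 18 genes lay above PBS with each. With the fusion the medians were 0.11 and 0.16 and the random lists spread wider, from -0.30 to 0.28 at 3 h and from -0.39 to 0.26 at 6 h, so the list did not stand apart.

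TGF-beta and matrix genes were higher with FPP-1746 at 3 h (median 0.41, percentile 100). That call held under all 8 alternatives, but the median went as low as 0.068. In the list Ctgf was at 0.89, Thbs1 at 0.69 and Acta2 at 0.69. Acta2 was thus above PBS with FPP-1746 (101 against 62.2 FPKM) and below it with the fusion (21.7 FPKM). With Omomyc at 3 h the median was 0.16, and at 6 h the medians were 0.28 with FPP-1746 and 0.070 with Omomyc. Both 6 h positions turned when the mean of the PBS columns was the control, to -0.0060 and -0.16. That control mixes the times, and PBS itself had this list lower at 6 h than at 3 h. Changes under it may therefore come from the difference between the times. Immediate-early genes were at 0.089 and 0.14 at 3 h, with Dusp1 at 0.66 and 0.76, and did not stand apart at 6 h. The ATF4 list was at 0.072 and 0.12 at 3 h. The glycolysis and hypoxia list was at 0.12 and 0.10 at 3 h and at 0.10 and 0.044 at 6 h, and the mesenchymal list was at 0.066 and 0.089 and then at 0.13 and 0.10. The unfolded protein response list was at 0.086 and 0.068 at 3 h and at 0.13 and 0.040 at 6 h. All of these stood higher. With Omomyc the unfolded protein response call was lost under 2 of 8 alternatives at 3 h and 4 of 8 at 6 h. The glycolysis call at 6 h was lost under 4 of 8, with a median of -0.024 against the mean of the PBS columns. With FPP-1746 the mesenchymal call at 3 h was lost with that control, at a median of 0.10 and percentile 97.29.

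Genes activated by MYC stood apart with Omomyc at 6 h alone, at a median of -0.038 with 35 of 45 below 0 (percentile 0.15). With FPP-1746 the medians were 0.0010 and 0.030, and with Omomyc at 3 h the median was 0.016. Set directly against Omomyc at 6 h, FPP-1746 had that list higher, at a median of 0.079 with 39 of 45 above 0 (percentile 100). This reuses the same Omomyc column, so it is not an independent check. In that comparison 5 lists stood higher and 4 lower. Genes repressed by MYC were higher with Omomyc at 3 h (median 0.088), but not against the mean of the PBS columns (0.0099). The remaining lists that stood apart did so by small medians. Heat-shock genes were at 0.084 with FPP-1746 at 3 h. Histone genes were at -0.19 with Omomyc at 3 h, and at -0.19 with FPP-1746 and -0.10 with Omomyc at 6 h. NF-kB targets were at -0.064 with Omomyc at 3 h, and at -0.087 with FPP-1746 and 0.094 with Omomyc at 6 h. Both calls with Omomyc were lost when no filter was set (-0.00038 and 0.019). Interferon genes were at -0.18 and mitotic genes at -0.043 with FPP-1746 at 6 h, and neither stood apart against the mean of the PBS columns (-0.060 and 0.024). The heat-shock call (0.048) and the histone call with Omomyc at 3 h (-0.13) were lost with that control as well, and the histone call with Omomyc at 6 h with no filter. With Omomyc at 6 h the ATF4 list was at 0.051, mitotic genes at 0.039, the G1/S list at -0.040 and the metal response list at -0.14. Against the mean of the PBS columns the ATF4 list turned to lower (-0.096), and the G1/S (-0.019) and metal response (0.015) lists no longer stood apart. Changes under that control may come from the difference between the PBS times. Since both parts are set against the same PBS column, part of what they share may come from that column. Without records of small RNAs their ratios correlated across genes with r of 0.68 at 3 h and 0.55 at 6 h, where simulated unchanged groups on a shared control gave 0.50. Their covariance exceeded the simulated one by 0.0050 at 3 h and by 0.0018 at 6 h. With the other time's PBS under 1 of the parts, r was 0.48 and 0.46 at 3 h and -0.021 and 0.21 at 6 h.

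The fusion and its parts correlated less. Against the shared PBS, r was 0.22 with FPP-1746 and 0.30 with Omomyc at 3 h, and 0.16 and 0.26 at 6 h. The covariance exceeded the simulated one by 0.014 and 0.019 at 3 h and by 0.0064 and 0.014 at 6 h. With the other time's PBS under the part, r was 0.14 and 0.17 at 3 h and -0.16 and -0.10 at 6 h. With the other time's PBS under the fusion instead, r was 0.30 and 0.36 at 3 h and 0.046 and 0.24 at 6 h.

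Between 3 h and 6 h the PBS columns themselves differed, in immediate-early, stress, matrix and cell-cycle genes among others. Immediate-early genes were lower at 6 h, with a median of -0.33 and 27 of 29 below 0, and 2 passed the rule. The ATF4 list (-0.28), the TGF-beta and matrix list (-0.25) and the cholesterol list (-0.15) were also lower, while mitotic (0.15) and G1/S (0.060) genes were higher. Of the 35 genes past the rule 24 were lower. Named after their values were seen, they included Ctgf (-1.83), Srf (-1.44) and Thbs1 (-1.25).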

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

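The test of the small RNA records and the repeats under quantile normalisation were chosen after the results were seen. The results here were picked because the 3 h and the 6 h difference from PBS point in opposite directions, and the differences between the times were not tested, since each time has 1 averaged column per treatment.

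Ribosomal protein genes with the fusion had a median log2 ratio of 0.58 at 3 h and of -0.15 at 6 h. Zinc-finger genes named Zfp, 236 in a list added after seeing the data, had medians of -0.25 and 0.49. Ppp1r10, a phosphatase regulatory subunit gene, was at -1.05 and 1.25 with the fusion. Rpp38, which encodes a subunit of ribonuclease P, was lower at 3 h, by a log2 ratio of -1.197, and at 1.08 at 6 h. Snhg9 was at 1.42 and -1.59 with the fusion and at 1.21 and -1.59 with FPP-1746, and it was listed at 0 in both treated columns at 6 h. NF-kB targets with Omomyc had medians of -0.064 and 0.094, with 9 and 15 of 24 genes above 0, and with no filter on FPKM neither stood apart (-0.00038 and 0.019).

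The first pattern weighed is that 1083 and 1075 genes passed 2-fold with the fusion, against 57 to 70 with each part. Small RNA records are excluded as the whole cause, since 1012 and 1004 genes passed without them. A trend with transcript length is excluded as well, since taking it off moved the counts from 1005 to 1006 at 3 h and from 995 to 968 at 6 h. Unequal depth does not account for it, because among 4187 genes with a mean of at least 20 FPKM the fusion moved 8.43% at 3 h and 9.48% at 6 h, and the parts at most 0% and 0.0239%. A biological response to Omomyc once carried into cells stays a hypothesis, and a general effect of the fusion peptide on the cells was not tested.

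The second pattern is the higher ribosomal protein genes at 3 h. Their transcripts are short, and short transcripts moved with the fusion: the shortest of 50 length bins had a median log2 ratio of 0.34 at 3 h and -0.18 at 6 h, the longest -0.028 and 0.23. Against random lists matched in 10 bins of length and 5 of expression the list was still at percentile 100 at 3 h. Length as resolved by these bins is thus not the whole cause, though the shortest transcripts may be matched only coarsely. Under quantile normalisation the list was at percentile 100, with a median of 0.34 in place of 0.58. A scaling factor for a whole column shifts the list and the random lists alike, so the percentile does not test it. Rn45s, a sign of RNA composition, was at 138 FPKM in PBS and 233 with the fusion at 3 h, and at 181 and 1000 at 6 h, where the list did not stand apart, and the integrity number was 10 in all samples, per the labels. Part of the shift may still come from length or scaling, reads shared with pseudogenes were not tested, and a biological cause is no more than a hypothesis.

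The third pattern is the lower MYC-activated genes at 3 h, which the design would name as loss of MYC function. With lists matched on length in the same bins it was at percentile 0.09, which excludes length at that resolution as the whole cause. Under quantile normalisation it was at percentile 0.41 with a median of -0.31. As above, the percentile does not test a scaling factor for a whole column. At 6 h the list did not stand apart, at percentile 24.97 with matched lengths, while Myc mRNA was higher at both times. Loss of MYC function remains a hypothesis, and a general stress response that lowers the same genes was not tested against it.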

How the results depend on the processing

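The use of the mean of both PBS columns for the lists and the counts without small RNA records were chosen after seeing the data. No paired analysis was possible because the columns are group means with no replicate, and for the same reason leaving out a replicate, other splits of the samples and the rule for single outlying samples could not be run. By a rough estimate a 2000-base transcript at 1 FPKM rests on 69 to 105 fragments, and low genes and short transcripts are the least certain. Of 94 counts under alternatives 71 stayed within 1.5 times the main count, and of 1188 list positions 65 changed. Median scaling and leaving out small RNA records, which hardly touch the lists, changed none of 150 positions each. With the fusion, 10 of 12 list calls at 3 h and 9 of 10 at 6 h held under every alternative. For FPP-1746 it was 6 of 8 and 6 of 9, and for Omomyc 6 of 10 and 4 of 12. Of 224 named-gene results past 2-fold with the fusion, 44 were lost at pseudocount 5, 10 under quantile normalisation and 16 with the mean PBS control, and none reversed. A larger pseudocount shrinks ratios by construction, a 1.5-fold rule calls more genes, and the mean PBS control mixes the times; for the other changes the cause was not tested.

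With pseudocount 0.1 the PBS times differed in 148 genes. With pseudocount 5 the fusion differed in 535 and 517 genes from PBS, 516 and 514 from FPP-1746, and 502 and 485 from Omomyc, at 3 h and 6 h. With a mean of at least 5 FPKM, FPP-1746 differed from PBS in 33 genes at 6 h. With the 1.5-fold rule the 3 h counts were 3104 for the fusion, 96 for FPP-1746 and 100 for Omomyc against PBS, and 2935 and 2874 for the fusion against FPP-1746 and Omomyc. At 6 h they were 3351 and 93 for the fusion and FPP-1746 against PBS, and 3267 and 3288 for the fusion against FPP-1746 and Omomyc, and the PBS times differed in 408. Without small RNA records FPP-1746 differed in 3 and 5 genes, Omomyc in 1 and 6, and the PBS times in 35.

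With pseudocount 0.1, for Omomyc at 6 h, immediate-early genes came to stand apart (0.041) and the unfolded protein response list no longer did (0.041). With pseudocount 5 ribosomal proteins with FPP-1746 at 6 h (0.028) and NF-kB targets with FPP-1746 at 3 h (-0.020) came to stand apart, and the glycolysis list with Omomyc at 6 h (0.034) was lost. With a mean of at least 5 FPKM, ribosomal proteins (0.061) and the apoptosis list (-0.061) with FPP-1746 at 6 h came to stand apart, and the unfolded protein response list with Omomyc at 6 h (0.040) was lost.

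With no filter, lists came to stand apart for ribosomal proteins (0.031) and metal response (-0.13) with FPP-1746 at 6 h, interferon genes with FPP-1746 at 3 h (0.040), and with the fusion heat-shock genes at 3 h (0.32) and histones at 3 h (0.078) and 6 h (0.16). Lost were NF-kB targets with Omomyc at 3 h (-0.00038) and 6 h (0.019), the glycolysis list with the fusion (0.075) and Omomyc (0.013) at 6 h, and metal response with the fusion at 3 h (0.43). Histones with Omomyc at 6 h went to a median of 0. Under quantile normalisation G1/S genes with the fusion at 6 h (-0.39), immediate-early genes with Omomyc at 6 h (0.037) and NF-kB targets with FPP-1746 at 3 h (-0.055) came to stand apart. Lost there were the unfolded protein response list with Omomyc at 3 h (0.040) and 6 h (0.034), the glycolysis list with Omomyc at 6 h (0.032) and the mesenchymal list with the fusion at 3 h (0.19).

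With the mean of both PBS columns as the control, lists at 3 h came to stand apart for the MYC network (0.20 and 0.17), G1/S (-0.033 and -0.019), mitosis (-0.067 and -0.060) and NRF2 (0.13 and 0.12) with FPP-1746 and Omomyc, NF-kB targets with FPP-1746 (-0.13) and metal response with Omomyc (-0.22). At 6 h the same held for immediate-early genes (-0.16 and -0.19) with FPP-1746 and Omomyc, ATF4 targets (-0.13), NRF2 (-0.070) and metal response (-0.24) with FPP-1746, apoptosis with Omomyc (0.067), and the TGF-beta list with the fusion (-0.79). Lost were, at 3 h, heat-shock (0.048) and mesenchymal (0.10) genes with FPP-1746 and the unfolded protein response (0.083) and histones (-0.13) with Omomyc. At 6 h interferon genes with FPP-1746 (-0.060) were lost. Among lists that stood apart with the PBS of the same time, medians that changed sign were, with FPP-1746 at 6 h, mitosis (0.024) and TGF-beta (-0.0060) and, with Omomyc at 6 h, ATF4 targets (-0.096), the unfolded protein response (-0.00079), metal response (0.015), glycolysis (-0.024) and TGF-beta (-0.16). With Omomyc, MYC-repressed genes at 3 h (0.0099) and G1/S at 6 h (-0.019) kept the sign of the median and lost the call, with the percentile on the other side of the middle.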

Other observations

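The tests of the lysosomal and the actin lists were chosen after single genes of these kinds were seen, while that of long genes was written before its result was seen. A list of lysosomal genes stood higher with the fusion. In 35 lysosomal genes and TFEB targets the median log2 ratio was 0.77 at 3 h, with 9 genes past 2-fold, and 0.55 at 6 h, with 6. Both medians were at percentile 100 of random lists. With FPP-1746 and Omomyc alone the medians at 3 h were 0.043 and 0.050, at percentiles 98.1 and 97.6, calls lost under 2 and 3 of 8 alternatives. Flcn (2.46) and Fnip1 (2.35), which encode partners in nutrient sensing at the lysosome, led at 3 h, and the autophagy gene Map1lc3b (2.02) led at 6 h. The protease gene Ctsd was at 1.33 at 3 h. A broad rise of lysosomal genes stays a hypothesis found and tested on the same data, and uptake of the peptide was not tested as its cause.

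A list of actin cytoskeleton genes stood lower. In 18 targets of SRF and its cofactors the median was -0.22 at 3 h and -0.58 at 6 h, at percentiles 0.23 and 0.13. Of these genes 13 and 16 lay below 0 and 3 passed 2-fold at each time. Actb, the beta-actin gene, was at -1.16 and -1.44, Myh9 at -1.08 at 3 h, and Tpm1 at -1.29 and Tpm2 at -1.05 at 6 h. The list leaves out Acta2, Actg2, Myl9 and Cnn2, whose fall prompted it, but was written after it, so a broad fall of actin cytoskeleton genes stays a hypothesis found and tested on the same data. With FPP-1746 alone the same list had medians of 0.26 and 0.24, and with Omomyc of 0.20 and 0.10, all at percentile 100.

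Loss of transcripts from long genes was tested as a hypothesis for the genes that were lower at 3 h. In bins of like expression, 1295 genes spanning at least 100000 bases differed from 2367 genes under 10000 bases by -0.016 log2 at 3 h, within the bound of 0.2, so the hypothesis was not borne out. At 6 h the difference was 0.079.

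Further values belong to no comparison. Spearman's rho of the fusion's log2 ratio with transcript length was -0.094 at 3 h and 0.18 at 6 h over 10031 genes. Ribosomal protein genes made up 5.25% of the column sum in PBS and 6.75% with the fusion at 3 h, and 5.35% and 5.08% at 6 h. Trp53 was at 45.9 FPKM in PBS and 39.9 FPKM with the fusion at 3 h, and at 48.4 and 23.6 FPKM at 6 h. These are mRNA values, and whether the cells make a working p53 was not tested. Across 10122 genes the change from 3 h to 6 h correlated with that of PBS at r of 0.87 for FPP-1746, 0.88 for Omomyc and 0.22 for the fusion.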
